A study of Homo sapiens with 8 samples. Its data were reported in "Molecular dissection of the oncogenic role of ETS1 in the mesenchymal subtypes of head and neck squamous cell carcinoma" (2019).

How the data were processed

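Gene expression was measured by RNA sequencing in SCC25, an established head and neck squamous cell carcinoma line, after knockdown of the transcription factor ETS1. Short-term loss was obtained with small interfering RNAs (siRNA) and long-term loss with a stably expressed short hairpin RNA (shRNA). The 8 libraries fell into 4 groups of 2 replicates, named siRNA control, ETS1 siRNA, shCON and shETS1 from the labels. The labels of shETS1 name a single hairpin construct, and the corresponding columns leave the hairpin number out.

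The authors prepared TruSeq RNA libraries, sequenced short single-end reads, mapped them to GRCh37 with TopHat2 and Bowtie2, and assigned reads to Ensembl genes with featureCounts. The deposited values are raw read counts per gene symbol, without normalization, in a table for each knockdown. Both tables list the same 56638 symbols, of which 21266 had no read in any library. The version of featureCounts, the use of strand and the treatment of reads with several matches are not stated, so overlapping genes and near-identical copies can share reads. Every per-sample column was used. Total counts per library ranged from 15954616 to 25953213. The common dispersion was 0.0192 for the siRNA libraries and 0.00402 for the shRNA libraries, so that the siRNA comparison was the less precise.

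Each knockdown was compared with its own control on its own 4 libraries. The test was the two-sided quasi-likelihood F-test of edgeR 4.0.16 in R 4.3.3, with TMM scaling, genes kept by filterByExpr and no covariate besides group. A gene was called at a Benjamini-Hochberg adjusted p under 0.1. The authors used DESeq2 with the same threshold, and DESeq2 1.42.0 was run here as an alternative. Fold changes are on the log2 scale, and a standard error was obtained from the fold change and the F statistic. The difference between the knockdowns, called the interaction, was tested in one fit of all 8 libraries as the shRNA effect minus the siRNA effect. Levels are given as CPM, the count divided by the scaled library size, scaled within each table, so that levels in the siRNA and the shRNA tables are not directly comparable. Replicate spreads are SDs of 2 libraries.

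Overlap between the sets of calls was tested with Fisher's exact test over genes tested in both comparisons. Confidence intervals of shares are 95% Wilson intervals and cover counting error only. The 6 gene lists tested were a mesenchymal signature of the study, mesenchymal markers, epithelial markers, TGF-beta response, proliferation and interferon response. They were tested with camera from limma 3.58.1 at a preset inter-gene correlation of 0.01, two-sided, with adjustment over the 12 tests of lists and comparisons. ETS1 was left out of every list. The study chose its signature on the shRNA libraries, so that only the siRNA test of that list is independent of the choice.

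The groups, the tests, the lists and the rule for naming genes were fixed before the data were examined. The rule names ETS1 and ETS2, 9 markers of the study, and in each knockdown the 5 largest rises and the 5 largest falls among called genes with a mean of at least 5 CPM and no overlap between the groups. It also names the 3 genes with the strongest change in both knockdowns for each combination of directions, with a mean of at least 5 CPM in both tables, the 3 largest interactions in each direction with a mean of at least 5 CPM, and up to 5 called members each of the ETS family, mesenchymal, epithelial and interferon lists by adjusted p.

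Gene coordinates and sequences came from GENCODE v44 lifted to GRCh37, the build the authors used. Of the 56638 symbols, 33514 matched a current symbol and 1793 an older one through the synonyms of a RefSeq gene table. A further 358 symbols belonged to several genes and 20973 had no match, and these were left out of checks that needed annotation.

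The edgeR test was tested on simulated data drawn from the real means, dispersions and library sizes, with 200 genes changed by 1 on the log2 scale. With the siRNA libraries it recovered 68.4% of the changed genes that passed the filter, among 14742 genes, and 15.7% of its calls were unchanged genes, above the nominal share. With the shRNA libraries it recovered 87.8%, among 16481 genes, and 10.9% of its calls were unchanged genes. The heptamer test recovered a planted change of -0.2 as -0.16 among 11233 genes, and the chromosome test a planted change of 0.3 as 0.23 among 11201 genes. In simulated counts without an interaction, a planted length trend gave 505 interaction calls among 14623 genes, and the length and GC offsets left 1.

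The alternatives were DESeq2's size factors in edgeR, library size only, no filter on low counts, at least 10 counts in every library, at least 1 TPM in at least 1 library of each group with protein-coding genes only, DESeq2, the replicate number as a block, all 8 libraries in one fit, an adjusted p under 0.05, 2 other list tests, and leaving out each library in turn. Leaving out a library leaves 1 in its group, and such fits give log2 fold changes only. Length and GC offsets for the interaction, the number of 2-fold rises with library size only, a crossed replicate block, the removal of structural RNAs and histone genes, the share of signature genes going the same way and the number of siRNA calls not called after shRNA were chosen after seeing the data.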

Results

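The data were counts of reads per gene in 8 libraries of SCC25 cells, 2 each from cells treated with a control siRNA, with siRNA against ETS1, with a stable control hairpin (shCON) and with a stable hairpin against ETS1 (shETS1). Replicates 1 and 2 had total counts of 19738553 and 15954616 in siRNA control and of 17315798 and 20469763 in ETS1 siRNA. The shRNA libraries were deeper, with 23834078 and 25148114 in shCON and 24408989 and 25953213 in shETS1. Replicates of every group differed by more than sampling noise, with a chi-square per degree of freedom between 6.23 for shCON and 23.2 for ETS1 siRNA.

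The 2 tables also differed in the RNAs they contained. RN7SK, RN7SL1, RN7SL2, RPPH1 and RMRP, structural RNAs without a poly(A) tail, took 5.61% and 6.63% of the counts in the shCON libraries and 12.3% and 9.64% in the shETS1 libraries. In the siRNA libraries they took at most 0.00339%. Mitochondrial genes had no counts in the siRNA libraries and took 0.508% to 0.820% in the shRNA libraries. In comparisons between the tables, the kind of knockdown therefore cannot be told apart from differences in preparation, mapping or counting.

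The targeted gene was examined first. ETS1 lies on the minus strand of chromosome 11, from 128328656 to 128457453 (GRCh37). It was at 268 ± 28.6 CPM (SD, n = 2) in siRNA control and 15.3 ± 2.97 CPM (SD, n = 2) in ETS1 siRNA, a log2 fold change of -4.13 (SE 0.19, adjusted p 0.00017). In shCON it was at 77.2 ± 7.20 CPM (SD, n = 2) and in shETS1 at 10.4 ± 0.919 CPM (SD, n = 2), a log2 fold change of -2.89 (SE 0.10, adjusted p 3.8e-13). The counts of replicates 1 and 2 were 5726 and 3977 in siRNA control, 299 and 268 in ETS1 siRNA, 2069 and 1871 in shCON, and 224 and 279 in shETS1. The related gene ETS2 rose by 0.36 on the log2 scale after shRNA (SE 0.07, adjusted p 0.00043), and its rise of 0.41 after siRNA (SE 0.13) was not past the threshold (adjusted p 0.16).

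**Figure D1:**
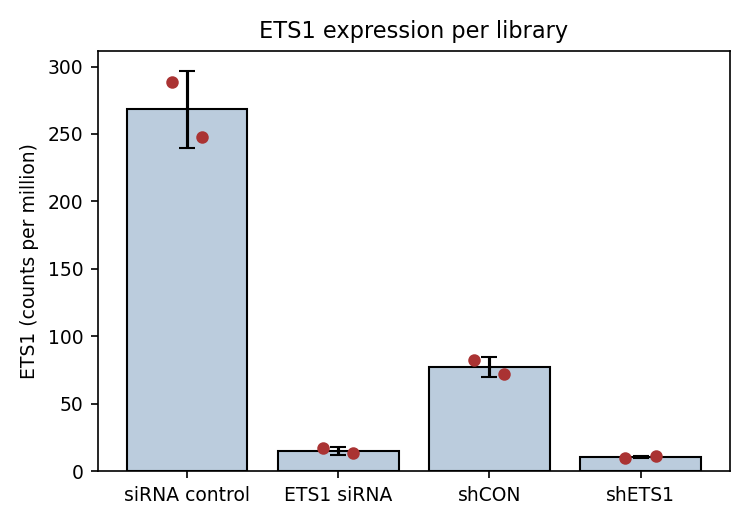
ETS1 level in CPM, scaled within each table, for each group of 2 libraries. Bars are means, error bars SDs and points single libraries. ETS1 fell from 268 to 15.3 CPM after siRNA and from 77.2 to 10.4 CPM after shRNA.

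The short-term comparison asked which genes change soon after loss of ETS1. Of 14742 genes tested after siRNA, 502 were called, 167 higher and 335 lower. Of the calls, 123 changed at least 2-fold, 27 higher and 96 lower. Before adjustment 2721 genes had a p under 0.05. Among the alternatives that kept group as the single factor, fitting all 8 libraries together moved the number of calls most, to 2166.

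Changes after siRNA were ranked among called genes with a mean of at least 5 CPM and no overlap between the groups. The largest rises among these were those of HR with a log2 fold change of 1.56, BMF with 1.47, TMEM189 with 1.47, RPS27L with 1.30 and SEPT5 with 1.29. TMEM189 overlaps TMEM189-UBE2V1 on its strand, SEPT5 overlaps GP1BB on its strand and RPS27L overlaps LACTB on the opposite strand, so that their counts are uncertain. RPS27L also has a close paralogue. The largest falls in this ranking besides ETS1 were those of HMGA2 with -2.61, NLRP3 with -2.03, NRAS with -1.99 and IL24 with -1.91. IL24 overlaps FAIM3 on the opposite strand. For NRAS, on chromosome 1 from 115247090 to 115259392, the level fell from 216 ± 16.9 to 54.5 ± 2.74 CPM (SD, n = 2 each). The 3′ UTR of HMGA2 holds 3 copies and that of NRAS 2 copies of the heptamer ACCTCAA, whose carriers fell as a set after siRNA. Those of BMF, TMEM189 and RPS27L hold 1 copy each. Those of TMEM189 and RPS27L also hold 1 copy each of AGCCTTA, a heptamer whose carriers rose as a set after siRNA.

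The long-term comparison asked which genes differ after lasting loss of ETS1. Of 16481 genes tested after shRNA, 9988 were called, 4900 higher and 5088 lower, which is 60.6% of the genes. Of the calls, 2398 changed at least 2-fold, 1116 higher and 1282 lower. The number of calls moved most with DESeq2, to 7608. The alternative that moved the number of at least 2-fold calls most was the restriction to protein-coding genes with at least 1 TPM, which left 1169.

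Changes after shRNA were ranked among called genes with a mean of at least 5 CPM and no overlap between the groups. The largest rises among these were those of NTS with a log2 fold change of 5.95, MMP7 with 5.24, FABP4 with 4.48, SCNN1G with 4.26 and GHR with 4.07. MMP7, on chromosome 11 from 102391239 to 102401481, rose from 5.36 ± 0.119 to 202 ± 15.6 CPM (SD, n = 2 each). The largest falls in this ranking were those of CXCL11 with -4.09, LPXN and SEMA3A with -3.57 each, PODXL with -3.56 and CDH11 with -3.51. CXCL11 overlaps ART3 and GHR overlaps SERBP1P6 on the opposite strand.

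The 9 markers of the study were all called after shRNA. AXL fell by 1.06, VIM by 0.58, CDH2 by 0.50, SNAI2 by 0.47, TP63 by 0.40 and PDGFC by 0.30 on the log2 scale, while MUC1 rose by 1.43, CLDN4 by 0.85 and CXADR by 0.54. After siRNA 0 of the 9 were called, and 2 had an unadjusted p under 0.05. The median log2 fold change of the 9 markers was -0.40 after shRNA and 0.09 after siRNA. VIM overlaps VIM-AS1 and CXADR overlaps BTF3L4P1 on the opposite strand, and TP63 overlaps MIR944 on its strand.

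The overlap between the knockdowns was then measured. In the 14038 genes tested in both, 497 were called after siRNA and 394 of these also after shRNA, a share of 79.3% (95% Wilson interval 75.5% to 82.6%). Among genes not called after siRNA, 64.3% were called after shRNA (odds ratio 2.12, two-sided Fisher's exact p 9.9e-13, across genes). The alternative that moved the share of 79.3% most was the fit of all 8 libraries together, with 61.1%, which lies outside the interval. Of the 394 genes, 230 went the same way and 164 the opposite way. The share going the same way was 58.4% (95% Wilson interval 53.4% to 63.1%), beside 53.8% from the shares of rises in each set alone, and the association of the directions was not past a threshold of 0.05 (two-sided Fisher's exact p 0.063). With library size only, without a scaling factor, the share was 65.8%, and the share by chance in that fit is not given. Across genes, which are not independent replicates, Pearson's r of the log2 fold changes was 0.11 and Spearman's rho 0.08. Pearson's r was 0.053 without a filter on low counts and 0.055 without ETS1 siRNA replicate 2.

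**Figure D2:**
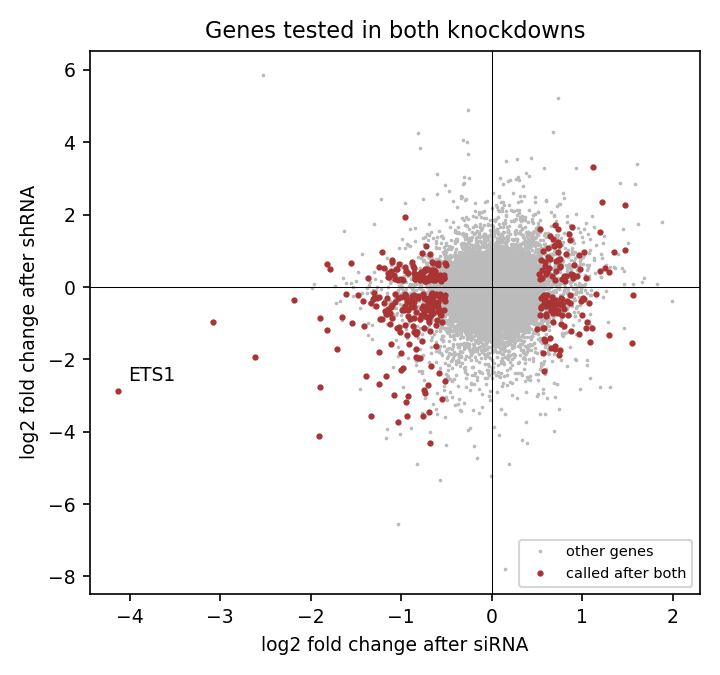
Log2 fold change after siRNA (x axis) and after shRNA (y axis) for the 14038 genes tested in both. Red points are the 394 genes called after both knockdowns, 230 in the same direction.

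Genes called after both with a mean of at least 5 CPM in both tables were ranked by the smaller of their changes. In that ranking RRAD (log2 fold changes 1.12 after siRNA and 3.31 after shRNA), ALDH3B1 (1.20 and 1.52) and KRT13 (1.22 and 2.34) rose most in both. ETS1, HMGA2 (-2.61 and -1.94) and NCR3LG1 (-1.70 and -1.71) fell most in both by the same ranking. KLK10 (1.11 and -1.12), RNF144A (1.08 and -1.51) and TMEM200B (1.04 and -1.14) went opposite ways. Overlaps on the opposite strand leave the counts of NCR3LG1, RNF144A, TMEM200B and HMGA2 uncertain. The 3′ UTR of NCR3LG1 holds 2 copies of ACCTCAA, and those of KLK10 and TMEM200B 1 copy each. That of RNF144A holds 1 copy of AGCCTTA.

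The gene lists addressed the mesenchymal state, growth and interferon response of the cells. After shRNA, proliferation genes had a median log2 fold change of -0.97 (camera adjusted p 4.7e-25), with 32 of 32 genes lower and 31 called. Interferon response genes had a median of -1.25 (camera adjusted p 4.3e-26), with 34 of 36 tested genes lower and 31 called. The mesenchymal markers had a median of 0.39 (camera adjusted p 0.042) with 11 called higher and 8 called lower, and the epithelial markers had a median of -0.0043 (camera adjusted p 0.62) with 9 called higher and 11 lower. The TGF-beta response genes had a median of 0.0011 (camera adjusted p 0.62), with 9 called higher and 12 lower, and a median of -0.13 with library size only. That scaling moved the median of all genes after shRNA from 0.00066 to -0.12. All 168 genes of the study's signature were called after shRNA, 72 higher and 96 lower, which is not independent of how the list was chosen, and its median of -1.15 summarises members that went both ways (camera adjusted p 0.84). In 5 of these genes a group was at or under 3 counts, and the median was also -1.15 with these genes set to their bounds. The mesenchymal median was 0.16 without shETS1 replicate 2, the epithelial median 0.07 without shCON replicate 1, and the TGF-beta median -0.13 without shETS1 replicate 2. Under fry, the calls of the proliferation list (adjusted p 0.0074) and the interferon list (adjusted p 0.022) after shRNA held and the call of the mesenchymal markers did not (adjusted p 0.25), while the epithelial markers passed the threshold (adjusted p 0.086). Under an estimated correlation none of the 12 list tests was past 0.1, with adjusted p of 0.41 for the proliferation and interferon lists after shRNA.

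After siRNA, the median log2 fold changes were 0.14 for the mesenchymal markers (camera adjusted p 0.041), 0.12 for proliferation (camera adjusted p 0.042) and 0.41 for the interferon response (camera adjusted p 3.8e-05). None of these calls held under fry (adjusted p 0.30, 0.30 and 0.71). The interferon value was decided by single libraries: it was -0.06 without ETS1 siRNA replicate 1 and 0.86 without siRNA control replicate 2. The epithelial markers had a median of 0.09 (camera adjusted p 0.62), the TGF-beta response genes 0.05 (camera adjusted p 0.84) and the study's signature 0.04 (camera adjusted p 0.23). The signature median was -0.0065 and the epithelial median 0.03 without ETS1 siRNA replicate 1, and the mesenchymal median was 0.05 and the TGF-beta median -0.06 without ETS1 siRNA replicate 2. The direction of single signature genes was compared after the data had been examined. Of the 154 signature genes tested in both knockdowns, 100 went the same way after siRNA as after shRNA, a share of 64.9% (95% Wilson interval 57.1% to 72.0%, which treats genes as independent). The share was 52.6% over all genes tested in both. Unlike these, the signature genes were all called after shRNA, and other genes changed as strongly after shRNA were not compared. The gap between the shares is therefore not shown to be special to the signature.

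Adjusted over the list alone, the number of called genes after siRNA was 27 for the signature (10 over all genes), 4 for the mesenchymal markers (2), 3 for the epithelial markers (2), 4 for the TGF-beta response (3), 1 for proliferation (1) and 0 for the interferon response (0, with 3 at an unadjusted p under 0.05). After shRNA the numbers adjusted over the list alone were 168, 20, 20, 22, 31 and 31, in the same order.

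**Figure D3:**
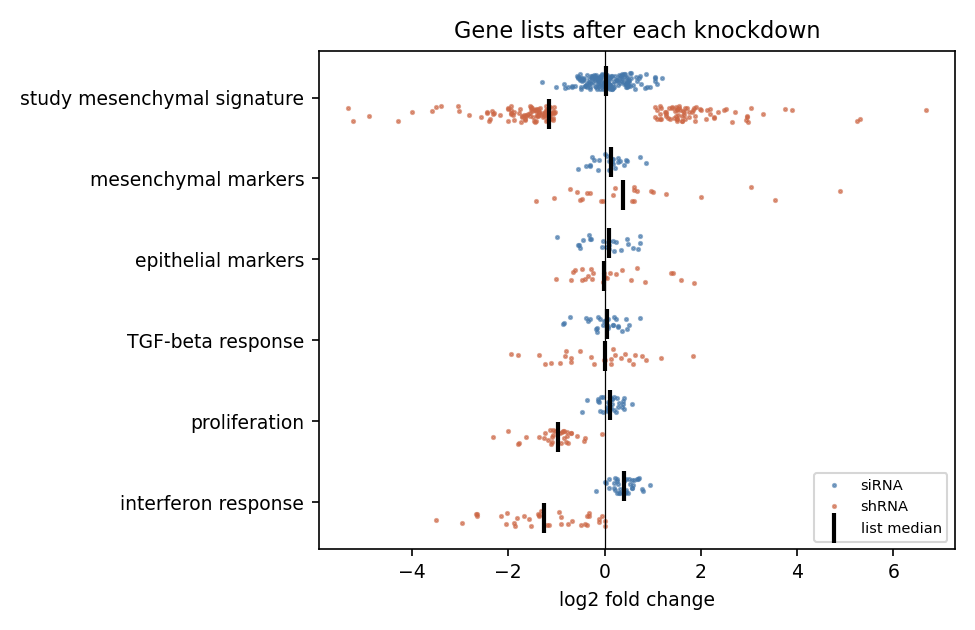
Log2 fold changes of the genes in each list after siRNA (blue) and shRNA (orange), with the list median as a black bar. After shRNA the medians of the proliferation and interferon lists were -0.97 and -1.25, and the signature split into 72 genes that rose and 96 that fell.

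Single members of the lists were called as follows. After siRNA, COL1A1 (0.73) and LOX (0.87) rose among mesenchymal markers, ESRP1 (0.58) and KRT19 (0.73) among epithelial markers and ELF4 (0.66) in the ETS family, while GABPA fell by 0.72. Overlaps with SRFBP1 and ATP5J on the opposite strand leave LOX and GABPA uncertain, and the 3′ UTRs of LOX and GABPA hold 1 copy of ACCTCAA each. The 3′ UTR of ESRP1 holds 1 copy of AGCCTTA. After shRNA, COL3A1 (3.54), COL1A2 (2.00) and POSTN (4.90) rose and MMP2 (-1.41) and AXL fell among mesenchymal markers. POSTN had 2 and 4 counts in shCON, so that the size of its rise is uncertain. Among epithelial markers CLDN1 (1.86), KRT19 (1.60) and OVOL2 (1.38) rose and CDH3 (-0.69) and KRT18 (-0.65) fell. The median log2 fold change of the ETS family was -0.47 after shRNA, with 17 of 20 tested genes called, and -0.05 after siRNA, with 2 called. In the ETS family FLI1 (-3.40), ETV4 (-2.43), ERG (-1.17), ELK3 (-1.06) and ELK1 (-0.89) fell. Of the interferon genes, HERC5 (-3.50), BST2 (-2.96), OASL (-2.68), DDX60 (-2.15) and IFIT3 (-2.05) fell. Overlapping genes leave the counts of COL3A1, OVOL2, CDH3, KRT18, FLI1, ETV4, ERG, HERC5 and IFIT3 uncertain.

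The difference between the knockdowns was tested directly. Of 17190 genes, 5974 had an interaction past the threshold, 2592 with a higher and 3382 with a lower effect of shRNA than of siRNA. Of the alternatives that kept group as the single factor, an adjusted p under 0.05 moved this number most, to 4686. Among genes with a mean of at least 5 CPM, the 3 largest fitted interactions in the higher direction were those of NTS, SCNN1G (5.06) and MMP7 (4.46). In the lower direction they were those of NKD2, LHX1 (-4.21) and CXCL11 (-4.18). The fitted values of NTS and NKD2 are left out, because a group was at or under 3 counts and they depend on the prior count. LHX1 had 0 and 4 counts in shETS1, so that the size of its interaction (SE 0.64) depends on the prior count. NKD2 was at or under 3 counts in shETS1, at least 16.3-fold lower than in shCON, and IL24 was at least 15.1-fold lower there. NTS and FABP4 were at or under 3 counts in both siRNA groups and give no fold after siRNA. Of the 6 lists, the interaction was past the threshold for the study's signature with a median of -1.02 over members that went both ways, 72 higher and 96 lower (camera adjusted p 0.00061), proliferation with -1.11 (camera adjusted p 2.5e-27) and interferon response with -1.48 (camera adjusted p 5.6e-15). Under fry these 3 calls held (adjusted p 0.0072, 0.00015 and 0.066), and under an estimated correlation that of proliferation held (adjusted p 0.024) and those of the signature (adjusted p 0.27) and the interferon response (adjusted p 0.37) did not. The other medians were 0.21 for mesenchymal markers (camera adjusted p 0.44), -0.05 for epithelial markers (camera adjusted p 0.49) and 4.0e-05 for TGF-beta response (camera adjusted p 0.40).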

Values the study reported

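The study reported 6727 genes with significant changes after the shRNA and 786 after the siRNA. It gave an overlap of 67% between the differentially expressed genes of both experiments, and 243 genes altered in the siRNA experiment alone.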

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

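The tests in this part were chosen after the number of interaction calls had been seen, and the test on RNAs without a poly(A) tail after its own outcome, and that on noise after the outcome of an earlier version, had been seen.

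The effect of ETS1 loss differed between the siRNA and the shRNA experiments by a direct test of the difference. The interaction was past the threshold for 5974 genes, and the median interaction log2 fold change was -1.02 for the study's mesenchymal signature, -1.11 for proliferation and -1.48 for interferon response. The signature was chosen on the shRNA libraries, so that its interaction is not independent of that choice, and its members went both ways in the interaction, 72 higher and 96 lower. Of the 63 named genes, 4 with a group at or under 3 counts (FABP4, IL24, NKD2 and NTS) were left out here, because their fitted interactions depend on the prior count. LHX1, with 0 and 4 counts in shETS1, and POSTN, with 2 and 4 counts in shCON, were kept, but their sizes depend on it too (SE 0.64 and 0.87). Of the others 48 had an interaction, 16 higher and 32 lower after shRNA than after siRNA. Since most of these genes were named for their change in one of the experiments, these numbers do not describe genes at large.

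The interaction log2 fold changes in the higher direction were those of POSTN (5.13), SCNN1G (5.06), MMP7 (4.46), GHR (4.35), COL3A1 (3.24), RRAD (2.16), CLDN1 (2.15), NRAS (1.95), COL1A2 (1.52), ETS1 (1.23), KRT13 (1.10), CXADR (0.97), GABPA (0.87), OVOL2 (0.86), KRT19 (0.85) and HMGA2 (0.65). For ETS1 itself the value reflects a deeper fall after siRNA than after shRNA.

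In the lower direction the largest interaction log2 fold changes were those of LHX1 (-4.21), CXCL11 (-4.18), HERC5 (-4.06), CDH11 (-3.68), BST2 (-3.50), OASL (-3.42), FLI1 (-3.21), LPXN (-2.83), IFIT3 (-2.74), SEMA3A (-2.66), SEPT5 (-2.65), ETV4 (-2.62), RNF144A (-2.62), DDX60 (-2.40), KLK10 (-2.25) and PODXL (-2.24). The remaining interaction log2 fold changes in this direction were those of TMEM200B (-2.20), HR (-1.81), MMP2 (-1.61), TMEM189 (-1.42), ERG (-1.34), ELF4 (-1.32), AXL (-1.13), ESRP1 (-1.06), ELK3 (-0.96), CDH3 (-0.94), SNAI2 (-0.94), RPS27L (-0.90), VIM (-0.88), ELK1 (-0.76), KRT18 (-0.62) and PDGFC (-0.41).

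Technical explanations were weighed for the number of genes with a different effect. With protein-coding genes of at least 1 TPM alone there were 5285 interaction calls, so that structural and other non-coding RNAs are not the bulk of the calls, and the histone genes, which are protein coding, number 89. Scaling by library size only gave 5948, so that the choice of scaling does not account for the number. With an offset per library that removed smooth trends with gene length and GC content, 5907 interaction calls were left among 14623 genes with a known length, beside 5913 in these genes without the offsets, so that these trends do not account for the number. In 10 simulated sets of counts with the same effect in both knockdowns and the replicate noise of each table, at most 1 gene was called, and at most 8 in an earlier version with the noise pooled over the tables. Replicate noise therefore does not account for the number, while variation between experiments, which these replicates may not show, was not simulated. These 2 tests replaced correlations of the log2 fold changes that had been seen and that do not measure the number of calls. Pearson's r rose from 0.102 to 0.168 on regression on length and GC content, and was 0.104 over all genes and 0.230 among siRNA calls, both without ETS1, so that length, GC content and noise may lower the correlation in part. The duration of ETS1 loss, off-target effects of either reagent, differences between stable lines, and preparation, mapping or counting that differed between the tables were not separated by the design, and any of them may contribute. The time of knockdown, which the design names, remains an open biological explanation and was not tested.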

How the results depend on the processing

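The crossed replicate block, the removal of structural RNAs and histone genes, the share of signature genes going the same way and the number of siRNA calls not called after shRNA were chosen after seeing the data. Of 226 values that answer a comparison, over 14 alternatives, 185 kept their direction, their side of the threshold and, for counts, a size within 1.5 times.

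The number of siRNA calls was 502. It became 1466 without a filter on low counts, 793 with at least 1 TPM and protein-coding genes, 777 with DESeq2, 2166 with all 8 libraries in one fit and 190 at an adjusted p under 0.05, where the stricter threshold itself lowers the number. For the others the cause was not tested. The siRNA calls of at least 2-fold, 123, became 234 without a filter and 233 with all 8 libraries in one fit. The shRNA calls of at least 2-fold, 2398, became 1169 with at least 1 TPM and protein-coding genes, where fewer genes were tested. The shRNA calls ranged from 7608 with DESeq2 to 10923, around 9988, and the interaction calls from 4264 to 5997, around 5974.

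The libraries of different groups shared replicate numbers. The deviations of same-numbered libraries from their group means had a correlation of -0.63 for siRNA and -0.22 for shRNA. Same-numbered libraries thus deviated in opposite ways, most in siRNA, and a block by replicate number does not match that pattern. A source of variation shared by libraries of different numbers is not excluded. With the replicate number as a replicate block there were 97 siRNA calls, all 97 among the 502, 71 of at least 2-fold, 22 not called after shRNA, and 75.3% of genes called in both went the same way. With the numbers crossed between the groups, the block gave 3238 siRNA calls and 10923 shRNA calls.

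The share of siRNA calls also called after shRNA, 79.3%, stayed above that of other genes, with 61.1% under all 8 libraries in one fit, 69.1% without a filter and 69.4% with DESeq2 outside its 95% Wilson interval. The siRNA calls not called after shRNA, 103, became 452 without a filter, 157 with at least 10 counts in every library, 169 with at least 1 TPM and protein-coding genes, 238 with DESeq2, 842 with all 8 libraries in one fit and 43 at an adjusted p under 0.05. Leaving out structural RNAs gave 9982 shRNA calls, and leaving out these and histone genes 5966 interaction calls, which tests little under TMM scaling.

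The share of genes called in both that went the same way, 58.4%, became 65.8% with library size only and 63.2% at an adjusted p under 0.05. The share of signature genes going the same way, 64.9%, stayed inside its 95% Wilson interval under each alternative tried and ranged from 61.04% to 64.9% across the fits that each left out a library. Pearson's r, 0.11, became 0.053 without a filter and 0.055 with DESeq2, and ranged from 0.055 to 0.12 across the fits that each left out a library. With library size only, the percent of shRNA calls that rose was 36.6%, beside 49.1%, and the median of all genes after shRNA was -0.12.

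The median of TGF-beta response after shRNA was 0.0011 and reversed to -0.13 with library size only, -0.0076 without a filter, -0.0025 with DESeq2 and -0.017 with all 8 libraries in one fit. Its median in the interaction, 4.0e-05, reversed to -0.087 with library size only, -0.014 without a filter, -0.00069 with DESeq2 and -0.0050 with the block. With DESeq2 the list also passed the threshold in the interaction (camera adjusted p 0.067, beside 0.40 in the main fit). The median of mesenchymal markers in the interaction reversed to -0.015 with at least 1 TPM and protein-coding genes. TMEM189 reversed after shRNA to -0.051 with library size only. The interaction of NCR3LG1 reversed to 0.015 with at least 10 counts in every library, 0.021 with at least 1 TPM and protein-coding genes, and 0.036 with the block. For library size only the values show the cause, a shift common to all genes: their median moved from 0.00066 to -0.12 after shRNA and from -0.020 to -0.11 in the interaction, by about as much as TGF-beta response in both and TMEM189 after shRNA, which was at 0.074. For the other reversals the cause was not tested.

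The mesenchymal markers after shRNA were no longer past the threshold without a filter, with a median of 0.28, with at least 10 counts, 0.18, and with at least 1 TPM and protein-coding genes, 0.094, and the cause was not tested. The list test changes a call and not a median. Under fry, the calls of the mesenchymal markers (0.14), proliferation (0.12) and interferon response (0.41) after siRNA and of the mesenchymal markers after shRNA (0.39) were lost, and the epithelial markers after shRNA (-0.0043) passed the threshold. With an estimated correlation the same 4 calls were lost, and those of proliferation (-0.97) and interferon response (-1.25) after shRNA.

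Leaving out a library leaves 1 in its group, and no calls or p-values were taken from such fits. Across these fits ETS1 ranged from -4.34 to -3.95 after siRNA and from -2.99 to -2.79 after shRNA. After siRNA the medians ranged from -0.0065 to 0.051 for the signature, from 0.046 to 0.24 for mesenchymal markers, from 0.028 to 0.14 for epithelial markers, from -0.057 to 0.072 for TGF-beta response, from 0.089 to 0.13 for proliferation and from -0.063 to 0.86 for interferon response. After shRNA they ranged from -1.19 to -1.06 for the signature, from 0.16 to 0.46 for mesenchymal markers, from -0.082 to 0.068 for epithelial markers, from -0.13 to 0.0083 for TGF-beta response, from -1.02 to -0.91 for proliferation and from -1.30 to -1.17 for interferon response.

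Of 1441 other values, mostly of single genes, 1378 stayed the same and 30 were weaker, 14 stronger, 10 moved and 9 reversed. Among 484 other values with a library left out, 5 moved. This count does not include the list medians after siRNA and after shRNA or Pearson's r, whose ranges are given above. Some of those moved too, such as interferon response after siRNA, at -0.063 without ETS1 siRNA replicate 1. The siRNA comparison was the less precise, with a common dispersion of 0.0192 beside 0.00402. In simulated data 15.7% of 159 calls were unchanged genes with the siRNA libraries, beside 10.9% of 193 with the shRNA libraries. These shares come from a single draw each with 200 genes changed, far fewer than were called after shRNA. They therefore do not rank the real calls of the comparisons. Both had 2 libraries per group, and no other group size was simulated.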

Other observations

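The tests in this part were chosen after the patterns they address had been seen, and those on 3′ UTR composition, on the absence of the heptamers' effects after shRNA, on placement and copy number of chromosome 14, and on structural RNAs after their own outcome had been seen.

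The number of genes called after siRNA here was 502. That is lower than the value quoted from the study above. The number called after siRNA and not after shRNA was 103. That is lower than the value quoted from the study above. Both differences depend on the test and the filter. With DESeq2 the numbers were 777 and 238, and with protein-coding genes of at least 1 TPM in edgeR they were 793 and 169.

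Genes with the heptamer ACCTCAA in the 3′ UTR fell after ETS1 siRNA. Of 16324 heptamers tested over 11233 genes, CCTCAAA had the lowest z, -11.2, and ACCTCAA, which overlaps it, had the next, -10.7, after regression on 3′ UTR length and GC content. TATTTAT with -9.12 and ATTTATT with -8.18 came next and do not resemble ACCTCAA. A z of nearly this size thus also arose for unrelated heptamers in these libraries. The fall of ACCTCAA carriers remained after that regression, so that 3′ UTR length and GC content do not account for it. ACCTCAA was picked for its low z, and CCTCAAA has the same bases. The rank of 2 for ACCTCAA among 140 heptamers of the same bases was therefore fixed by the choice. Whether base composition beyond GC content plays a part stays open. ACCTCAA was in 44.1% of 324 lower siRNA calls, 10.8% of 166 higher ones and 12.5% of all 11233 genes. Genes with the let-7 site CTACCTC and without ACCTCAA did not fall, with a difference of 0.0030 (SE 0.011), which argues against let-7 activity at that site. TACCTCA, which overlaps both CTACCTC and ACCTCAA, had a z of -5.5 and was not tested apart from ACCTCAA carriers. After regression on gene and coding length too, carriers still lay -0.093 (SE 0.011) from the others, and the difference of carriers between replicates of a group was at most 0.0042, against length trends and against library differences that do not follow the groups.

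Seed pairing of an ETS1 siRNA with other transcripts is a candidate explanation for the fall of ACCTCAA carriers. After shRNA the carriers lay at 0.0067 (SE 0.020), as this explanation needs. Genes with the site in the coding sequence alone fell less, -0.033 (SE 0.0078), than genes with 1 site in the 3′ UTR, -0.094 (SE 0.011), after the length regression. Without the regression on gene and coding length, these coding-site genes lay at -0.073 (SE 0.0079) after siRNA and at -0.066 (SE 0.019) after shRNA. Their fall was therefore not specific to the siRNA in that comparison. The step from 1 to 2 or more sites was -0.034 (SE 0.033), within 2 standard errors of 0, and the ETS1 transcript of 5139 bases holds 1 ACCTCAA, while 20.7% of heptamers of the same bases are present in it. The siRNA sequences were not used here, so this explanation stays open, and the falls of single carriers after siRNA cannot be divided between it and ETS1 loss. The carriers HMGA2 and NRAS differed after shRNA. HMGA2 fell there too, by 1.94 on the log2 scale (adjusted p 4.6e-12), which an ETS1 siRNA cannot cause, while NRAS lay at -0.018 (adjusted p 0.86).

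Genes with AGCCTTA in the 3′ UTR rose after ETS1 siRNA, with the highest z of the heptamers, 8.88. It was in 26.5% of 166 higher siRNA calls and 11.6% of all genes tested. After regression on gene and coding length too the difference was 0.080 (SE 0.0095), and the largest absolute difference of carriers between replicates of a group was 0.025, so that neither length nor library differences account for it alone. After shRNA it was -0.025 (SE 0.021). Seed pairing of the non-targeting siRNA in the control libraries may explain this, but the step from 1 to 2 or more sites was 0.051 (SE 0.029), within 2 standard errors of 0, and it stays open.

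The siRNA calls shared with the shRNA comparison went the same way in 58.4% of genes, beside 53.8% by chance. This share depended on the fit, with 65.8% under library size only, 63.2% at an adjusted p under 0.05 and 75.3% with the replicate block. That block does not match how the siRNA libraries deviated. The 53.8% belongs to the main fit. The share by chance can differ in the other fits and is not given, so their shares cannot be set against it. In the fit of each knockdown on its own libraries, the share going the same way was 57.0% among 165 genes with either heptamer (Wilson interval 49.3% to 64.3%). Among 221 genes with neither it was 58.8% (Wilson interval 52.2% to 65.1%), and no difference was detected (two-sided Fisher's exact p 0.75). The intervals leave room for a lower share in carriers, and the share by chance in each set is not given. Whether carriers account for the share in that fit therefore stays open.

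After siRNA, log2 fold changes fell with gene length, with Spearman's rho of -0.29 across 11337 genes, beside -0.07 after shRNA. Differences between replicates of the same group had rho of 0.22 in siRNA control, somewhat smaller than the trend in size, and 0.33 in ETS1 siRNA, as large as the trend, consistent with RNA integrity or library quality that differed between libraries. Among 8943 genes with neither heptamer rho was -0.288, so that ACCTCAA in long transcripts does not account for the trend.

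Genes on chromosome 14 rose after shRNA, with a median log2 fold change of 0.29 over 402 genes, 70.9% of them higher, and -0.0095 after siRNA. Genes on chromosome 22 shifted as far in the other direction, with a median of -0.30 over 262 genes, and -0.20 after regression on length and GC content. For chromosome 14 no shuffle of the chromosome labels reached its median, the largest of 999 being 0.21, and the p of 0.001 is the smallest they can give. The median was 0.34 after regression on length and GC content, so that neither chance placement nor these properties account for it. In 10 of 10 windows of 40 genes along the chromosome the median was above 0, from 0.11 to 0.63. A different copy number of chromosome 14 in the stable lines may explain the shift. It cannot be told apart from other causes, because the median of shETS1 against the siRNA controls, 0.21, lay within the SD of the other chromosomes' medians, 0.24.

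Structural RNAs took a larger share of the counts in shETS1 than in shCON. Without a correction, a larger share for these RNAs lowers every other gene by a common amount. With library size only, which leaves composition uncorrected, the median of all genes after shRNA was -0.12. Of 2551 shRNA calls of at least 2-fold in that fit, structural RNAs left out, 902 rose, so that the change in composition is not the whole cause of the calls. This count replaced the 1116 rises under TMM scaling, which re-centres the genes and so does not test composition.

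Interferon response genes fell after shRNA and not after siRNA. The weakest median over the scalings was -1.25, so that scaling does not account for the fall. Whether they were raised in shCON rather than lowered in shETS1 cannot be told apart. Their median in shCON lay -1.25 from the siRNA controls and that in shETS1 -2.53, but the tables differ in preparation, mapping or counting, which were not separated, so that the siRNA controls are no neutral baseline.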
